# Unraveling the molecular pathobiology of vocal fold systemic dehydration using an *in vivo* rabbit model

**DOI:** 10.1371/journal.pone.0236348

**Published:** 2020-07-31

**Authors:** Naila Cannes do Nascimento, Andrea P. dos Santos, M. Preeti Sivasankar, Abigail Cox

## Abstract

Vocal folds are a viscoelastic multilayered structure responsible for voice production. Vocal fold epithelial damage may weaken the protection of deeper layers of lamina propria and thyroarytenoid muscle and impair voice production. Systemic dehydration can adversely affect vocal function by creating suboptimal biomechanical conditions for vocal fold vibration. However, the molecular pathobiology of systemically dehydrated vocal folds is poorly understood. We used an *in vivo* rabbit model to investigate the complete gene expression profile of systemically dehydrated vocal folds. The RNA-Seq based transcriptome revealed 203 differentially expressed (DE) vocal fold genes due to systemic dehydration. Interestingly, function enrichment analysis showed downregulation of genes involved in cell adhesion, cell junction, inflammation, and upregulation of genes involved in cell proliferation. RT-qPCR validation was performed for a subset of DE genes and confirmed the downregulation of *DSG1*, *CDH3*, *NECTIN1*, *SDC1*, *S100A9*, *SPINK5*, *ECM1*, *IL1A*, and *IL36A* genes. In addition, the upregulation of the transcription factor *NR4A3* gene involved in epithelial cell proliferation was validated. Taken together, these results suggest an alteration of the vocal fold epithelial barrier independent of inflammation, which could indicate a disruption and remodeling of the epithelial barrier integrity. This transcriptome provides a first global picture of the molecular changes in vocal fold tissue in response to systemic dehydration. The alterations observed at the transcriptional level help to understand the pathobiology of dehydration in voice function and highlight the benefits of hydration in voice therapy.

## Introduction

Vocal folds are a viscoelastic multilayered structure located in the larynx composed of a stratified squamous epithelium and lamina propria overlying the thyroarytenoid muscle [1, 2]. The epithelium is the outermost layer of the vocal fold and, together with the mucus, is the first barrier to protect the vocal folds from insults [3, 4]. It serves as an essential defense mechanism, and its association with voice health has become more understood over the past two decades [5–8]. The epithelial physical barrier is sustained by cell junctions, comprising tight junctions, adherens junctions, desmosomes, hemidesmosomes, and gap junctions. Cell junctions maintain tissue integrity by holding adjacent cells together and by anchoring the basal cell layer to the extracellular matrix; in addition, they regulate the paracellular transport of water and solutes [9, 10]. The maintenance of the epithelial barrier depends on the cell junction formation, distribution, and stability. Common, everyday insults, including irritants such as pollutants and laryngopharyngeal reflux (LPR), phonotrauma, and surgical procedures may cause epithelial barrier dysfunction, weakened vocal fold defense, and impaired voice production [6, 7, 11–16].

Maintaining hydration levels remains a core recommendation by voice specialists to sustain optimal vocal fold health and to prevent voice disorders such as vocal fatigue [17–22]. Systemic dehydration is characterized by reduced fluid within the body and can have many causes as simple as decreased water consumption and increased physical activity to more severe body fluid losses as a consequence of vomiting and diarrhea [23–27]. Experimentally, systemic dehydration is commonly induced by water withholding, with or without food access, or use of diuretics, or a combination of both [28–33]. Furosemide is a diuretic with a relatively fast onset of action that has been used to induce dehydration in numerous studies with animal and human subjects [25, 30, 34–38]. Regarding hydration and vocal folds, studies completed *ex vivo* and using animal and human subjects have shown that surface (i.e., fluid coating the vocal fold surface) and systemic hydration status have impacts on vocal fold biomechanics and physiology [12, 21, 30, 32, 39]. Although these studies provide some evidence on the benefits of hydration on vocal health, the impact of dehydration on laryngeal biology is still not fully elucidated [40]. Thus, unraveling the molecular mechanisms of dehydration is highly desired to support and possibly improve and personalize the standard clinical recommendation of increased hydration of the vocal folds [21, 22].

There is a paucity of molecular studies on vocal fold biology using *in vivo* models, with a number of studies analyzing the expression of specific genes or proteins based on their predicted functions rather than looking at the whole expression profile [41–44]. Despite the increase of publications on vocal folds transcriptome (microarray or RNA sequencing-based) and proteome analysis, most of the published studies are focused on investigating the expression profiles of challenged vocal fold fibroblasts alone [45–50] or normal mucosa [51]. A comprehensive investigation of the pathobiology of vocal fold tissue in response to insults has yet to be explored.

The first step to unveil the underlying mechanisms of vocal fold response to a given challenge is to apply a high-throughput approach to identify global molecular signatures instead of investigating the effect of single genes or proteins. Second, the analysis of the entire tissue would help to understand the role of each vocal fold layer in the presence of such challenge. And last but not least, the use of an *in vivo* model would reflect the response of the tissue interacting with the system as a whole. These three steps combined would provide a physiologically realistic picture of the impact of a targeted condition in the vocal fold biology.

RNA sequencing (RNA-Seq) is a high-throughput technique based on deep-sequencing technology widely used to analyze gene expression nowadays [52]. In contrast to the hybridization-based microarray technique, RNA-Seq determines the sequence of each cDNA in a given sample. Moreover, RNA-Seq does not have the limitations of high background noise and lower dynamic range of detection due to background and saturation of signals seen on microarrays [52–54]. We hypothesized that systemic dehydration causes transcriptional changes in genes related to structure and biomechanical properties, responsible for optimal vocal fold function, in the different tissue layers of the vocal folds. Thus, our study aimed to apply the RNA-Seq approach to evaluate the effects of systemic dehydration in vocal fold tissue at the transcriptional level. To obtain physiologically realistic and translatable results, we used an *in vivo* animal model. Rabbit vocal fold has been used as a translational model for phonation and wound healing studies [55–59]. Therefore, we used rabbits treated with furosemide to stimulate body fluid loss as an *in vivo* model of acute systemic dehydration. The complete transcriptome of vocal fold tissue from dehydrated rabbits was compared to vocal folds from control animals treated with saline. We present herein the differentially expressed gene profile of systemically dehydrated vocal folds, which is marked by the downregulation of cell adhesion components. This transcriptome dataset is a new resource to explore the vocal fold’s molecular mechanisms in response to systemic dehydration and to understand the clinical recommendation of hydration therapy at a deeper level.

## Materials and methods

### Animals and study design

This study followed all recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The animal protocol was approved by the Purdue Animal Care and Use Committee under the number 1606001428.

Fourteen 6-month-old male New Zealand White rabbits, acquired from Covance Inc. (New Jersey, USA), were subjects in this study. Rabbits were kept in individual perforated solid-bottom cages, with enrichment toys, in optimal temperature (15–20°C) and humidity-controlled (~40%) room with a 12h light/12h dark schedule at Purdue University animal facility during the study. Individual housing is recommended for male rabbits, which should be separated from other males at sexual maturity (12 to 14 weeks) to avoid aggressive behavior, but maintaining visual and olfactory contact with other rabbits (https://www.nc3rs.org.uk/3rs-resources/housing-and-husbandry/rabbits) [60]. Socialization training, consisting of food enrichment (hay) and human interaction (petting) was part of the acclimatization protocol to reduce stress for the rabbits and facilitate animal handling at the time of the study [61]. Animals were fed Teklad Global Rabbit Diet 2031 (Envigo, Madison, WI, USA) and hay and received water *ad libitum* until the day of the experiment. After one week of acclimation, animals were randomly divided into control (N = 6) and dehydrated (N = 8) groups. To reduce variability in the baseline hydration levels, all animals were pre-hydrated with 0.1 M sucrose solution for 48h prior to the experiment. Sucrose water is preferred over regular drinking water in rabbits [62]. The average body weight of all rabbits on the day of the experiment was 3.44 Kg (range of 3.04 to 3.89 Kg). To induce systemic dehydration of 5% body weight fluid loss (accepted range of 4.5–5.5%), rabbits received an IP injection of 5.0 mg/Kg of furosemide (50 mg/mL) (Salix Pharmaceuticals, Inc., Bridgewater Township, NJ, USA) and food and water were withheld. Control rabbits received IP injection of saline, to prevent animal handling from being a confounding variable and an unwanted source of variation between groups, and had access to food and water *ad libitum*. The volume of injectates was on average 0.34 mL/rabbit per IP injection. Dehydrated rabbits were weighed hourly after the furosemide injection. Rabbits received a second injection if body weight loss was less than 4% after 4 hours based on a pilot study where we observed that animals decreased or ceased urination frequency after 4 hours from first furosemide administration. Euthanasia was completed when dehydrated rabbits achieved 4.5–5.5% body weight loss (after ~3 to 6 h); control rabbits were euthanized immediately after dehydrated rabbits.

### Blood collection and analyses

Whole blood samples were collected into heparinized tubes prior to IP injection and before euthanasia to evaluate systemic dehydration markers such as hematocrit (HCT), total plasma proteins (TPP; g/dL), plus eleven blood analytes incorporated in the i-STAT Chem8+ cartridge (Abaxis by Zoetis Inc., Parsippany-Troy Hills, NJ, USA). The blood analytes evaluated included creatinine (mg/dL), blood urea nitrogen (BUN; mg/dL), glucose (mg/dL), sodium (mmol/L), chloride (mmol/L), potassium (mmol/L), total CO_2_ (mmol/L), ionized calcium (iCa; mmol/L), anion gap (mmol/L), HCT (%), and hemoglobin (g/dL). Packed cell volume (PCV) was also measured using heparinized microhematocrit capillary tubes (Thermo Fisher Scientific, Waltham, MA, USA) centrifuged at 15,000 × g for 2 minutes and immediately verified using a microhematocrit reader card. TPP was assessed on the plasma using a Reichert′s VET 360 refractometer (Ametek Reichert Technologies, Depew, NY, USA). The blood analyte values were recorded pre and post-dehydration. Percentage change of the blood parameters was calculated as final value (post-dehydration)–initial (baseline)/ initial*100, and compared between groups to verify systemic dehydration.

### Vocal fold collection and RNA extraction

The larynges and proximal trachea of each rabbit were excised immediately following euthanasia (1.0 mL IV dose of Beuthanasia-D Special, Schering Plough Animal Health Corp. Union, NJ, USA) and placed in a Petri dish on ice. Forceps held each larynx at the level of the trachea. A sagittal cut through the cricoid cartilage along the posterior surface of the larynx exposed the vocal fold mucosa. The edges of the opened larynx were pinned onto a wax surface and placed under a dissection microscope. Arytenoid cartilages identified the transverse level of the glottis where the vocal folds reside in the larynx. The soft tissue of the vocal fold (mucosa and thyroarytenoid muscle) was excised bilaterally and in its full depth until reaching the thyroid cartilage on the anterior surface using microdissection scissors. Two sections of approximately 3 mm length X 2 mm depth were immediately placed into sterile tubes containing RNAlater^®^ Stabilization Solution (Invitrogen^™^ by Thermo Fisher Scientific) and stored at -80°C until RNA extraction. The entire microdissection procedure was accomplished in about 5 minutes per larynx. Total RNA was extracted using RNeasy Fibrous Tissue Mini Kit, including on-column DNAse I digestion step (QIAGEN, Hilden, Germany), following manufacturer’s instructions. The concentration and quality of RNA were assessed by spectrophotometry (NanoDrop^™^, Thermo Fisher Scientific) and Agilent 2100 Bioanalyzer with an Agilent RNA 6000 Nano Kit (Agilent Technologies, Inc., Santa Clara, CA, USA).

### RNA sequencing and differential gene expression analysis

Ten vocal fold samples (4 control and 6 dehydrated) were used for RNA sequencing (RNA-Seq). All RNA samples had an RNA Integrity Number (RIN) of 7.3 or higher (Agilent 2100 Bioanalyzer). Library construction (RNA polyA) and RNA-Seq were performed by the Purdue Genomics Core Facility using Illumina NovaSeq (Illumina Inc., San Diego, CA, USA). Briefly, the Universal Plus mRNA-Seq with NuQuant library preparation kit (NuGEN Technologies, Inc., Tecan Group Ltd., Männedorf, Switzerland) was used to construct the libraries (200 ng of RNA/library) as directed by the kit manual, except that the RNA fragmentation was performed for 4 minutes, instead of 8 minutes to favor the generation of somewhat larger cDNA fragments. RNA-Seq was generated on an Illumina NovaSeq^™^ 6000 Sequencing System (Illumina) using a S4 flow cell and 300 cycles paired-end (2x150) chemistry.

The Bioinformatics Core Facility at Purdue University performed the differential gene expression analysis. Sequence quality assessment and trimming was done using FastQC (v 0.11.7) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and FASTX-Toolkit (v 0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/), respectively. Bases with a Phred33 score of less than 30 were removed, and the resulting reads with at least 50 bases of length were retained. The quality trimmed reads were mapped against the reference genome of *Oryctolagus cuniculus* breed Thorbecke inbred, OryCun2.0/ENSSEMBL 95 (GenBank assembly accession: GCA_000003625.1) using STAR (v 2.5.4b) [63]. STAR mapping (bam) files were used for the analysis of differential gene expression by the Cuffdiff from Cufflinks (v 2.2.1) suite of programs [64]. Cuffdiff uses bam files to calculate Fragments per kilobase of exon per million fragments mapped (FPKM) values, from which differential gene expression between the pairwise comparisons (dehydrated versus control vocal folds) can be established. Gene annotation was retrieved from BioMart databases using biomartr package in ‘R’ (v 3.5.1; http://www.r-project.org/).

### Gene functional annotation and protein interaction network

Functional annotation of the differential expressed (DE) genes identified in the dehydrated group (with p≤0.05) was determined using the bioinformatics tool DAVID (v6.8) [65, 66] based on Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enriched terms (https://www.genome.jp/kegg/pathway.html). GO terms were obtained from GO FAT enrichment annotation, which filters out very broad GO terms based on measured specificity of each term.

STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) v.11.0 database was used to determine protein-protein interactions using the DE genes as input in order to visualize the relationship between these gene products based on different evidence levels including text-mining (co-mentioned in PubMed), experiments, curated databases, co-expression, neighborhood, gene fusion, and co-occurrence (https://string-db.org/). The interaction score (0 to 1) given by STRING represents an approximate confidence of the association between two proteins being true based on all the available evidence levels, and not the specificity or strength of an interaction [67].

### RNA-Seq validation by RT-qPCR

Primer pairs for qPCR were designed using Primer-BLAST tool [68] and selected for at least one primer of each pair to span an exon-exon junction to avoid amplification of residual genomic DNA (Table 1). A two-step reverse transcriptase quantitative PCR (RT-qPCR) was performed with SuperScript^™^ IV VILO^™^ Master Mix (Invitrogen^™^) for cDNA synthesis using 500 ng of total RNA per sample in a final reaction of 20 μL, following the manufacturer’s protocol. Then, cDNA reactions were 10-fold diluted with RNAse/DNA-free water and added as 10% of the final qPCR volume (2.5 μL in 25 μL). The qPCR was run in triplicate per sample in a 96-well PCR plate using Power SYBR^®^ Green PCR Master Mix (Applied Biosystems^™^ by Thermo Fisher Scientific), with a final concentration of 100 nM of each primer per reaction. The thermal cycling parameters for AmpliTaq Gold^®^ DNA Polymerase were: 95 °C for 10 min; 40 cycles of 95 °C for 15 sec, and 60 °C for 1 min; and melt curve stage of 95 °C for 15 sec, 60 °C for 1 min, 95 °C for 1 sec. Reactions were carried out in a QuantStudio^™^ 3 Real-Time PCR System (Applied Biosystems^™^). A No-RT control containing RNA but no reverse transcriptase enzyme, and negative control with water instead of template were run in triplicate for each pair of primers on the qPCR plates. The relative expression level of each target gene was calculated with the 2^−ΔΔCT^ method [69] using hypoxanthine phosphoribosyl-transferase 1 (*HPRT1*) as normalizer. All qPCR reactions had a single peak on the melt curve, verifying the amplification of a unique PCR product.

**Table 1:** Quantitative PCR primers for RNA-Seq validation.

Gene symbol	Gene name	Forward (5' - 3')	Reverse (5' - 3')	Amplicon length (base pairs)
HPRT1*	hypoxanthine phosphoribosyl-transferase 1	GATGGTCAAGGTCGCAAGCC	TCCAACAAAGTCTGGCCTGT	73
***DSG1***	desmoglein 1	TCCTGCTGGCATCGGATTAC	ATAGTGGCCAAACCAGTGGG	195
***CDH3***	cadherin 3	TGACAACCAAGAGGGGCTTG	ATCCTCTACGTGGACCACCA	131
***CLDN7***	claudin 7	TACGACTCTGTGCTCGCCCT	CAGCAAGACCTGCCACGATGAA	199
***NECTIN1 (PVRL1)***	nectin cell adhesion molecule 1	AGTACCACTGGACCACGCTG	AGGAGACGGGGTGTAGGGAA	191
***CAMSAP3***	calmodulin regulated spectrin associated protein family member 3	GCCCGAGTACACAGGTCCTC	CGTGTACAGGGCTCGGAACT	211
***PLEKHA7***	pleckstrin homology domain containing A7	CAATGAGGAGGCGGCTACGA	GGCTCCACCCACCAGAGTTT	111
***ECM1***	extracellular matrix protein 1	GGCAGCCATCCCCGAACAA	GGGAGCTGGCTCTTCTTCTGT	214
***SDC1***	syndecan 1	GGGAGCCGGACTTCACTTTC	GCTGCCTTCGTCCTTCTTCT	236
***GJB2***	Gap junction protein beta 2	TTGGGGTGCGTGAGTGATGT	CTGCGCTTGCCACCAGTAAC	78
***S100A9***	S100 calcium binding protein A9	CCTCAAGAAGGAGGCGAGGG	AGCTGCTTGTCCTGGTTCGT	78
***SPINK5***	serine peptidase inhibitor, Kazal type 5	TGTGGAGATGATGGCCAGACG	ATTTGTCAGATGCAGGCAGGC	154
***NR4A3 (NOR1)***	nuclear receptor subfamily 4 group A member 3	TTCTGACGGCCTCCATTGAC	AGCAGTGTTCGACCTGATGG	149
***IL1A***	interleukin 1 alpha	ATCTGGGCGATGCAGTGAAA	CCTGGGTGTCTCAGGCATTT	158
***IL36A***	interleukin 36 alpha	CAGGTGTGGGTCGTTCAGGA	GCTAACAGTGGCTGGAACCAT	75

*HPRT1 was used as the endogenous control to calculate the relative expression levels of each tested gene.

### Statistical analysis for hematologic and RT-qPCR data

Statistical analysis was performed using one-tailed Welch’s *t*-test for the RT-qPCR data and Mann-Whitney nonparametric test for hematologic analytes to compare control versus dehydrated group. Grubbs’ test was used to identify and remove outliers of each RT-qPCR pairwise analysis. All tests were executed with GraphPad Prism (version 6.0e for Mac). Differences between groups were considered statistically significant when p-value ≤ 0.05.

## Results

### *In vivo* systemic dehydration model

Rabbits reached an average of 4.8% dehydration, based on body weight fluid loss, within 3 to 6 hours after 1 or 2 injections of furosemide. We aimed for a 5% body weight dehydration to translate our findings to a level of mild-moderate dehydration reported in the literature [24, 33, 70]. Control rabbits had a range of body weight loss of 0.2–1.8% (mean = 0.9%) caused by regular urination and bowel movement, and possibly by reduced food and water consumption due to handling stress (Fig 1A; p = 0.0003). The % changes in PCV, hemoglobin, and TPP were significantly different between control and dehydrated rabbits, with post-dehydration values consistently higher on the dehydrated group (Fig 1B). PCV values obtained by centrifugation and HCT obtained from the iSTAT were similar and had the same p-value on Mann-Whitney comparison analyses (p = 0.0003). In addition, blood creatinine and BUN % changes were significantly higher in the dehydrated rabbits compared to controls (Fig 1C). Sodium and chloride % changes in the blood were also significantly different between groups; however, post-dehydration levels in the dehydrated group were lower (Fig 1D), consistent with the furosemide mechanism of action that inhibits Na^+^ and Cl^−^ reabsorption [37]. The remaining blood analytes (glucose, potassium, total CO_2_, iCa, and anion gap) tested by iSTAT blood analyzer did not change between groups. A summary of the Mann-Whitney results of all blood analytes is shown in S1 Table.

**Fig 1:**
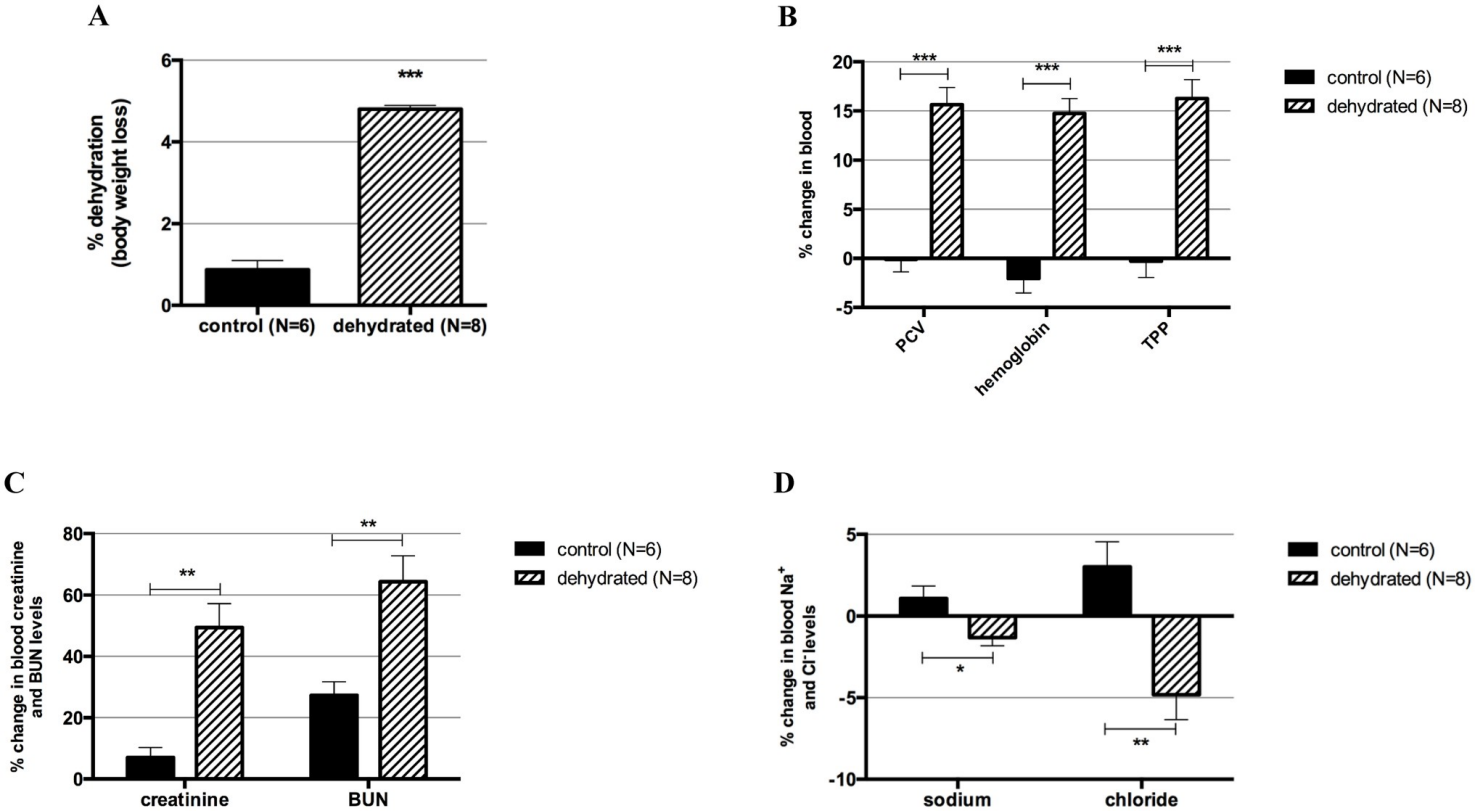
Systemic dehydration markers. Systemic dehydration was verified by body weight loss and blood markers. (A) Body weight loss in the control and dehydrated groups. (B) Percent changes in packed cell volume (PCV), hemoglobin, and total plasma proteins (TPP) in the control and dehydrated groups. (C) Percent changes in blood creatinine and blood urea nitrogen (BUN) levels in control and dehydrated groups. (D) Percent changes in blood sodium and chloride levels in control and dehydrated groups. Bars show mean ± SEM. ***p-value ≤ 0.001; **p-value ≤ 0.01; *p-value ≤ 0.05.

### Dehydrated vocal folds transcriptome

RNA-Seq data files were submitted to Gene Expression Omnibus (GEO, NCBI, https://www.ncbi.nlm.nih.gov/geo/) data repository under the accession number GSE132765. 

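Vocal fold RNA from 10 New Zealand White rabbits was analysed, 4 in the control group and 6 in the dehydrated group, which had received furosemide, a loop diuretic, at 5 mg/kg with the aim of a body weight loss of 5%. The rabbits are named here by the numbers of their sample labels, 12, 14, 17 and 21 for the control group and 13, 15, 16, 18, 19 and 22 for the dehydrated group. The authors trimmed the reads, mapped them to the OryCun2.0 genome with the Ensembl 95 annotation by STAR, and deposited the number of reads counted on each of 23669 Ensembl genes, without normalization. Between 39039165 and 69670859 counts per rabbit were assigned to genes, with a median of 59794000 in the control group and 52075166 in the dehydrated group. The paper's reported depth, 90680466 read pairs per sample on average, is that of the sequencing before mapping. With the alignments that were not unique, ambiguous between genes, outside genes, unaligned or of low quality added, the counted total averaged 107741270 per rabbit. Between 14.6 and 35.0% of that total was not unique. The share that was ambiguous between genes lay between 0.487 and 0.590% in rabbits 14, 18, 19, 21 and 22, and between 1.62 and 2.55% in rabbits 12, 13, 15, 16 and 17, so that each set of 5 libraries held 2 control and 3 dehydrated rabbits. A chi-square test over genes found all 45 pairs of libraries to differ by more than sampling noise, with at least 72.8 per degree of freedom, and every library was counted as a separate sample. At these depths the smallest detectable level, 3 counts, was 0.0431 to 0.0768 CPM (counts scaled to library size), a limit that covers counting error only. Groups were compared with edgeR's quasi-likelihood test on the counts after TMM scaling, over the 15040 genes that passed edgeR's filter on low counts, and p-values were adjusted with the Benjamini-Hochberg method. Cuffdiff, used by the authors, needs the alignments and was not rerun. For single genes, the log2 of TMM-scaled CPM was also compared between groups with a two-sided exact permutation test over the 210 splits of 10 rabbits into 4 and 6, whose smallest possible p is 0.00952.

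**Figure D1:**
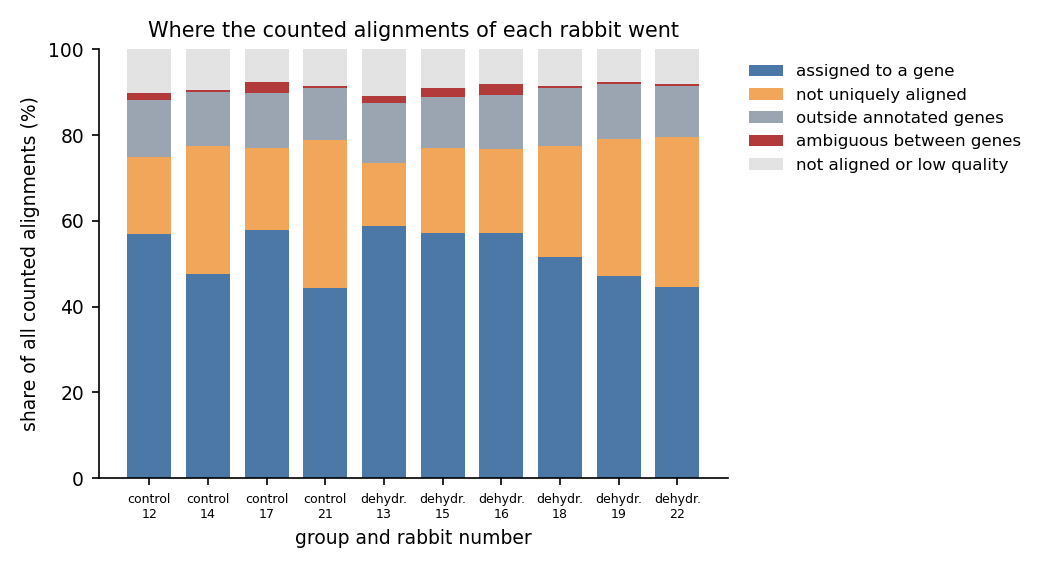
Share of all counted alignments (%) that fell in each class, for each of the 10 rabbits by group and rabbit number. The share not uniquely aligned is 26.0% or more in rabbits 14, 18, 19, 21 and 22 and 19.8% or less in the other 5.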

The average of total reads pair generated was 90,680,466 per sample, with more than 99% of read pairs passing quality control for all ten samples. A summary of the quality and mapping statistics of the reads of each vocal fold sample is provided in S2 Table.

A total of 23,669 genes were identified in both transcriptomes of control and systemic dehydrated rabbits, including genes expressed in muscle, lamina propria, and epithelium. 

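The deposited table has 23669 gene rows. Of these, 18169 had at least 1 count in at least 1 rabbit and 5500 had none in any of the 10 rabbits. At least 1 count in at least 1 rabbit of each group was found for 16983 genes, with 208 further genes counted only in control rabbits and 978 only in dehydrated rabbits. Single rabbits had at least 1 count on 15699 to 16993 genes. The number detected fell most, to 13219 genes, when at least 1 CPM in at least 4 rabbits of either group was required. The 10 genes with the most counts held between 16.7 and 29.4% of a rabbit's gene counts.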

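Across the 15040 genes tested, no gene had an adjusted p-value of 0.05 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1432 genes had an unadjusted p-value of 0.05 or less. The lowest adjusted p-value from that test was 0.123. The gene counts were all used, because the deposited table does not mark protein-coding genes. The alternative that moved this number most at the same adjusted threshold was leaving out control rabbit 17, after which 502 genes passed. The common dispersion of the 10 libraries was 0.205, and 184 genes, 1.22% of those tested, had no overlap in CPM between control and dehydrated rabbits, against 0.952% by chance.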

Among these, 203 protein-coding genes were identified as differentially expressed (DE) in the vocal folds of dehydrated rabbits using the Cuffdiff method with p ≤ 0.05. Based on fold change, 152 DE genes were found downregulated in contrast to 51 upregulated. 

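Of the 1432 genes with an unadjusted p-value of 0.05 or less in edgeR's quasi-likelihood test, 769 were lower and 663 were higher in the dehydrated group. The larger number was on the other side with total-count scaling, at 535 lower and 612 higher genes, and with limma-voom, at 646 and 945. With the Benjamini-Hochberg adjustment, 0 genes remained in either direction. The lower gene with the smallest p-value, ENSOCUG00000021785, was counted 18 to 87 times in the control rabbits, 0 times in 4 dehydrated rabbits and 1 time in the other 2 (exact permutation test, p = 0.00952, the smallest that this design allows). It was at least 14.0-fold lower in the dehydrated group (adjusted p = 0.123 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next lower gene, ENSOCUG00000010917, fell from 84.9 ± 39.1 CPM (SD, n = 4) to 23.2 ± 3.39 CPM (SD, n = 6), a log2 fold change of -1.87 with a standard error of 0.27 (adjusted p = 0.212 in the same edgeR test). The higher gene with the smallest p-value, ENSOCUG00000010853, rose from 49.4 ± 2.63 CPM (SD, n = 4) to 67.5 ± 4.02 CPM (SD, n = 6), a log2 fold change of 0.45 with a standard error of 0.09 (adjusted p = 0.483 in edgeR's quasi-likelihood test). In ENSOCUG00000013453, which came next, the log2 fold change was 0.77 with a standard error of 0.15 (adjusted p = 0.483 in edgeR's quasi-likelihood test). None of the 6 dehydrated rabbits overlapped with any control rabbit in these 4 genes. With DESeq2 and Benjamini-Hochberg adjustment, the adjusted p-values of the 4 genes in this order were 1.44e-06, 3.13e-06, 0.000979 and 0.00946. With edgeR's likelihood ratio test the adjusted p-values of the 2 lower genes were 1.71e-10 and 7.03e-07, while the 2 higher genes did not pass the adjusted threshold. Over all alternatives to edgeR's quasi-likelihood test as first run, the adjusted p-values ranged from 1.71e-10 to 0.609, from 7.54e-10 to 0.715, from 0.000979 to 0.990 and from 0.00946 to 0.990. The deposited table does not pair these IDs with gene names.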

Only 12 out of these 203 DE genes have unknown products (S3 Table). DAVID functional annotation analysis recognized 185 out of 203 gene IDs; the remaining 18 were unmapped on the DAVID database. Functional classification of these genes based on GO terms FAT annotation and KEGG pathway enrichment analysis revealed 161 biological terms, divided into biological process (BP; 121 terms), cellular component (CC; 20 terms), molecular function (MF; 18 terms), and KEGG pathway (2 terms), with at least two DE genes per enriched term, and certain genes listed under multiple terms (Fig 2A and S4 Table). A number of the DE genes identified herein are related to epithelial processes, which directed the focus of the study to the vocal fold epithelium layer.

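S4 Table lists 138 Ensembl IDs under its 161 terms, of which 137 are among the deposited genes and 134 passed the filter on low counts. In the dehydrated group 105 of the 134 genes were lower and 29 were higher, and 103 had an unadjusted p-value of 0.05 or less in edgeR's quasi-likelihood test. Over all genes tested, none of the 134 passed the Benjamini-Hochberg adjusted threshold. Adjusted over the 134 genes alone, 98 passed, which shows no stability because the paper selected the list on these rabbits. The 14 genes listed under epithelial cell differentiation were all lower, with log2 fold changes between -2.87 and -0.88, and so were the 14 under epidermis development, with a median log2 fold change of -1.34. From the terms that these genes share, the paper reasons that its study should focus on the vocal fold epithelium.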

**Fig 2:**
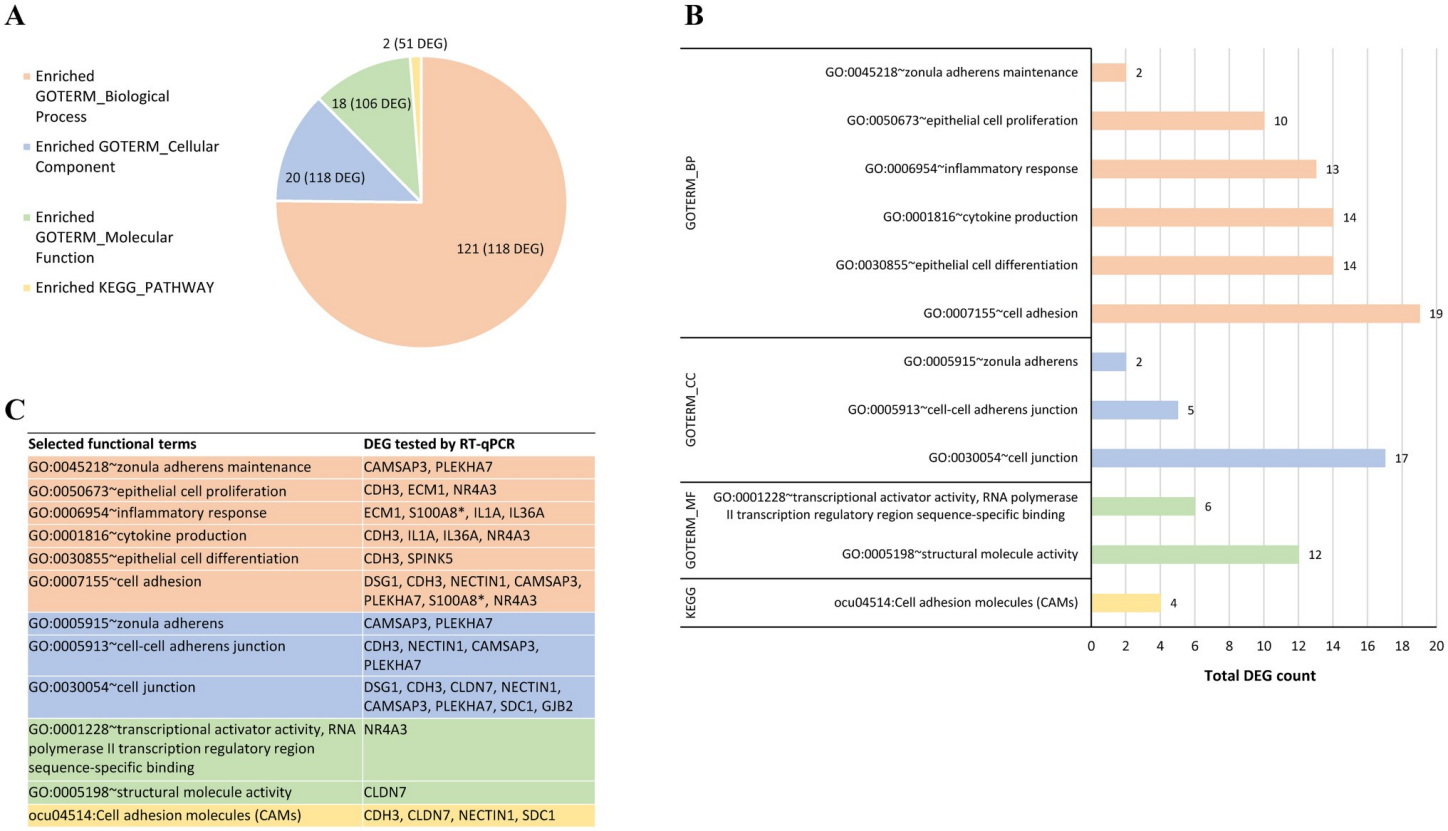
Functional classification of differentially expressed genes (DEG) in dehydrated vocal folds by GO terms and KEGG pathway enrichment analysis. (A) Number of enriched functional terms and total annotated DEG (in parenthesis) in each main category of biological process (BP), cellular component (CC), molecular function (MF), and KEGG pathway using DAVID analysis. (B) Enriched terms selected for further validation of DEG. Bars represent the total number of DEG per functional term. (C) DEG tested by RT-qPCR in each selected functional term. *S100A8 represents S100A9, which was tested by qPCR but not mapped by DAVID analysis; both share the same functions. The complete list of 161 enriched terms by functional category with associated DE genes is provided in S4 Table.

### RT-qPCR validation

Fourteen genes were selected for qPCR validation based on RNA-Seq fold change ≥ ±1.9 and biological enrichment functions including cell adhesion (GO:0007155), epithelial cell differentiation (GO:0030855), inflammatory response (GO:0006954), epithelial cell proliferation (GO:0050673), zonula adherens maintenance (GO:0045218), cell junction (GO:0030054), cell adhesion molecules (CAMs) (ocu04514), among others (Fig 2B).

The DE genes tested comprise 13 downregulated genes in the dehydrated vocal fold group: eight cell junction-related genes, including desmoglein 1 (*DSG1*), cadherin 3 (*CDH3*), claudin 7 (*CLDN7*), nectin cell adhesion molecule 1 (*NECTIN1*), syndecan 1 (*SDC1*), calmodulin regulated spectrin associated protein family member 3 (*CAMSAP3*), pleckstrin homology domain containing A7 (*PLEKHA7*), and gap junction protein beta 2 (*GJB2*); two genes members of epidermal differentiation complex, S100 calcium-binding protein A9 (*S100A9*) and serine peptidase inhibitor, Kazal type 5 (*SPINK5*); two pro-inflammatory cytokines, interleukin 1 alpha (*IL1A*) and 36 alpha (*IL36A*), and the extracellular matrix protein 1 (*ECM1*) gene. In addition, the transcription factor nuclear receptor subfamily 4 group A member 3 (*NR4A3*) gene was chosen due to its association with the biological process of epithelial cell proliferation and its fold change of +23, indicating upregulation in the dehydrated group. 

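The deposited table gives Ensembl IDs without gene names. Of the 14 genes named in Fig 2C, 7 were matched to an ID because only 1 ID of S4 Table is listed under exactly the same selected terms, out of 12. The match rests on Fig 2C naming each tested gene under every selected term it belongs to. CAMSAP3 and PLEKHA7 share their terms, so 2 IDs stand for this pair without an order. The 2 IDs that match DSG1, the 6 that match GJB2 and the 5 that match SPINK5 could not be told apart by these terms. S100A9 was not matched. The caption of the paper's S3 Table lists Ensembl IDs beside gene symbols for the DE genes. That table was not used here, so the unmatched names are a limit of this matching. By the legend of Fig 2C its S100A8 entry stands for S100A9, which was tested by RT-qPCR but not mapped by DAVID, so the ID with these terms is taken as S100A8. CDH3 (ENSOCUG00000029153) had 25.8 ± 12.3 CPM (SD, n = 4) in the control group and 11.5 ± 2.95 CPM (SD, n = 6) in the dehydrated group, a log2 fold change of -1.17 with a standard error of 0.32 (adjusted p = 0.483 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NECTIN1 (ENSOCUG00000010458) fell from 104 ± 57.6 CPM (SD, n = 4) to 46.4 ± 7.43 CPM (SD, n = 6), a log2 fold change of -1.16 with a standard error of 0.35 and the same adjusted p from the edgeR test. For SDC1 (ENSOCUG00000025956) the means were 177 ± 91.7 CPM (SD, n = 4) and 79.3 ± 12.5 CPM (SD, n = 6), and for CLDN7 (ENSOCUG00000007002) they were 77.4 ± 42.5 CPM (SD, n = 4) and 40.3 ± 9.67 CPM (SD, n = 6). Their log2 fold changes were -1.16 and -0.94, with standard errors of 0.32 and 0.34. The IDs of the pair CAMSAP3 and PLEKHA7 had log2 fold changes of -0.92 and -1.06, and the IDs that match DSG1 had -1.01 and -1.25. In exact permutation tests p was 0.0476 for CDH3, 0.0571 for SDC1, 0.0667 for NECTIN1 and 0.124 for CLDN7. All 6 dehydrated rabbits were below the control mean in each of these genes, but none of the genes separated the groups. Control rabbit 17 had 10.6 CPM of CDH3 and 29.6 CPM of NECTIN1, while the other control rabbits had at least 21.1 and 106 CPM. The 8 IDs that stand for genes of Table 2, with ECM1 and NR4A3, all had an unadjusted p-value of 0.05 or less, and none passed the threshold adjusted over all genes. Adjusted over the 8 alone, all 8 passed, which shows no stability for a list chosen on these rabbits. Without control rabbit 17, 6 of the 8 passed the threshold adjusted over all genes.

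**Figure D2:**
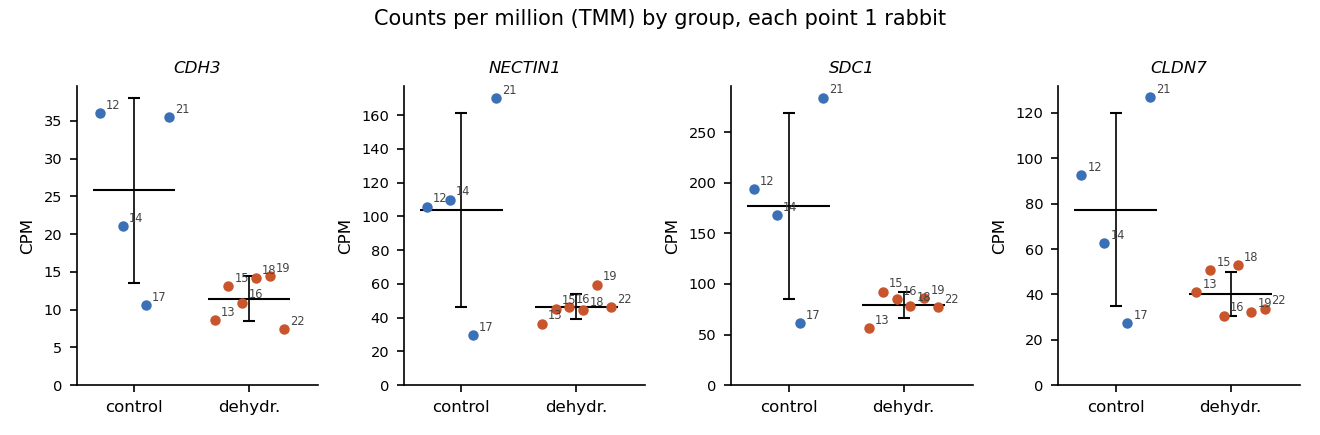
CPM of CDH3, NECTIN1, SDC1 and CLDN7 in the control and dehydrated groups. Each point is 1 rabbit with its number, the line is the group mean and the bar its SD. Control rabbit 17 lies among or below the dehydrated rabbits in all 4 genes.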

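NR4A3 (ENSOCUG00000000737) had 5.72 ± 5.20 CPM (SD, n = 4) in the control group and 141 ± 131 CPM (SD, n = 6) in the dehydrated group, a log2 fold change of 4.62 with a standard error of 1.14 (adjusted p = 0.483 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p of that test was 0.00196, and the exact permutation test gave p = 0.0190. The dehydrated rabbits were split, with 305, 241 and 227 CPM in rabbits 16, 22 and 19 and 42.9, 19.8 and 11.5 CPM in rabbits 15, 13 and 18. Dehydrated rabbit 18 was below control rabbit 14, which had 13.0 CPM. With each rabbit left out in turn, the log2 fold change stayed between 4.25 and 5.43. DESeq2 and edgeR's likelihood ratio test, both with Benjamini-Hochberg adjustment, gave adjusted p-values of 0.00345 and 0.0251.

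**Figure D3:**
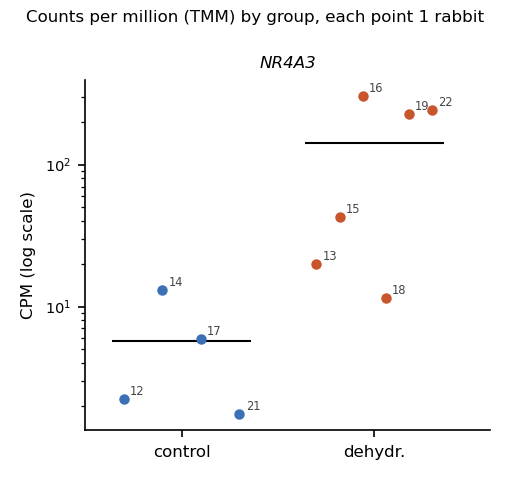
CPM of NR4A3 on a log scale in the control and dehydrated groups. Each point is 1 rabbit with its number and each line a group mean, and 3 dehydrated rabbits lie at 227 CPM or more.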

The enriched functional terms and associated DE genes selected for RT-qPCR validation are shown in Fig 2C.

Differential expression of 10 out of 14 genes tested was validated by qPCR: *DSG1*, *CDH3*, *NECTIN1*, *SDC1*, *S100A9*, *SPINK5*, *ECM1*, *IL1A*, *IL36A*, and *NR4A3* (Fig 3). The remaining four genes identified as downregulated in the dehydrated group by RNA-Seq analysis were not statistically different from the control group by qPCR despite showing a trend of downregulation (S1 Fig). The qPCR data analysis is summarized in Table 2.

**Fig 3:**
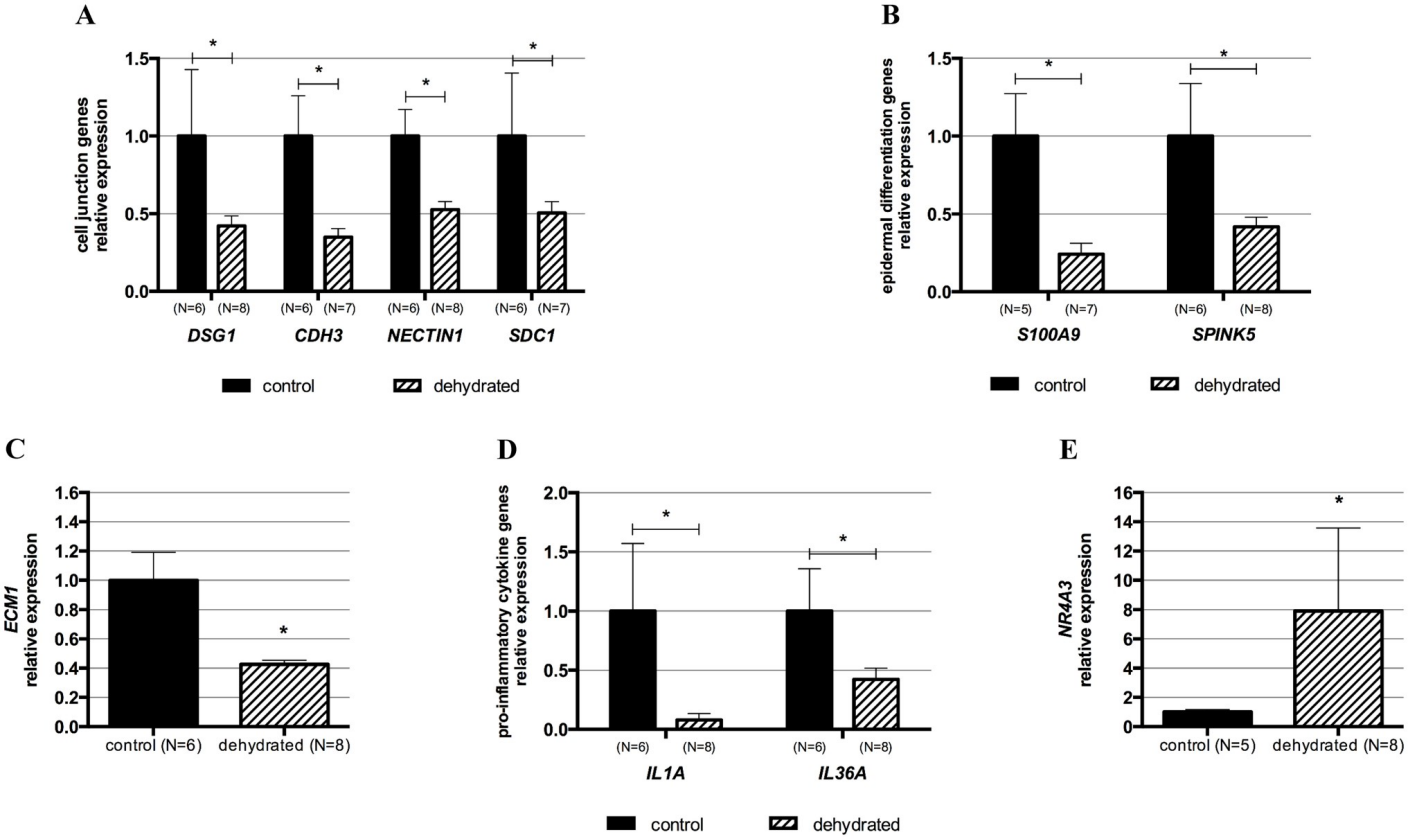
RT-qPCR quantification of relative expression levels of selected differentially expressed genes in dehydrated vocal folds. The differential expression of 10 genes in dehydrated vocal folds identified by RNA-Seq was validated by RT-qPCR. (A) Cell junction-related genes: desmoglein 1 (*DSG1*), cadherin 3 (*CDH3*), nectin cell adhesion molecule 1 (*NECTIN1*), and syndecan 1 (*SDC1*). (B) Epidermal differentiation-related genes: S100 calcium-binding protein A9 (*S100A9*) and serine peptidase inhibitor, Kazal type 5 (*SPINK5*). (C) Extracellular matrix protein 1 (*ECM1*) gene. (D) Pro-inflammatory cytokine genes: interleukin 1 alpha (*IL1A*) and 36 alpha (*IL36A*). (E) Transcription factor nuclear receptor subfamily 4 group A member 3 (*NR4A3*) gene. The gene expression levels of the control group were set to 1, and relative expression levels were calculated relative to the *HPRT1* gene using the method 2^-ΔΔCt^. Bars show mean ± SEM. *p-value ≤ 0.05. The detailed results of the qPCR analysis are listed in Table 2.

**Table 2:** Summary of qPCR results of selected differentially expressed genes in vocal folds of systemic dehydrated rabbits compared to controls.

Gene symbol	RNA-Seq fold change	qPCR fold change	qPCR p-value*
*DSG1*	-1.99	-2.37	0.0485
*CDH3*	-2.32	-2.86	0.0224
*CLDN7*	-1.95	-1.60	0.0704; ns
*NECTIN1*	-2.23	-1.89	0.0394
*CAMSAP3*	-1.97	-1.66	0.0754; ns
*PLEKHA7*	-1.99	-2.23	0.0541; ns
*ECM1*	-2.16	-2.35	0.0191
*SDC1*	-2.19	-1.97	0.0374
*GJB2*	-2.83	-1.80	0.0854; ns
*S100A9*	-6.63	-4.14	0.0398
*SPINK5*	-2.75	-2.39	0.0357
*NR4A3 (NOR1)*	+23.76	+7.92	0.0136
*IL1A*	-3.65	-12.72	0.0368
*IL36A*	-2.92	-2.37	0.0381

Negative and positive values of fold change indicate downregulation and upregulation of gene expression, respectively.

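From edgeR's log2 fold changes, with the paper's sign for genes that fell, the deposited counts gave fold changes of -2.25 for CDH3, -1.92 for CLDN7, -2.24 for NECTIN1, -2.13 for ECM1, -2.23 for SDC1 and 24.6 for NR4A3. The paper's RNA-Seq fold changes for these genes are -2.32, -1.95, -2.23, -2.16, -2.19 and 23.76. The standard errors of the log2 fold changes correspond to an upward error of 0.569 on the fold change of CDH3 and of 29.5 on that of NR4A3. The IDs that stand for CAMSAP3 and PLEKHA7 gave -1.89 and -2.08.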

*Exact p-value of One-tailed Welch′s *t*-test. ns: non-significant p-value.

### Predicted protein interactions for the differentially expressed genes

STRING database was used to predict interactions between proteins encoded by the DE genes identified in the dehydrated group. Within the 203 DE genes identified, 117 showed predicted protein-protein interactions. Applying MCL clustering with a default inflation parameter of three [71], interactions were divided into 39 clusters with at least two proteins in each cluster, with direct associations (solid lines), indirect or inter-cluster associations (dashed lines). Twelve out of 14 proteins encoded by the DE genes tested by qPCR showed associations with each other or other proteins in the network (Fig 4). The products of *NECTIN1* and *NR4A3* did not show associations with other proteins in the network based on the evidence levels available on the STRING database.

**Fig 4:**
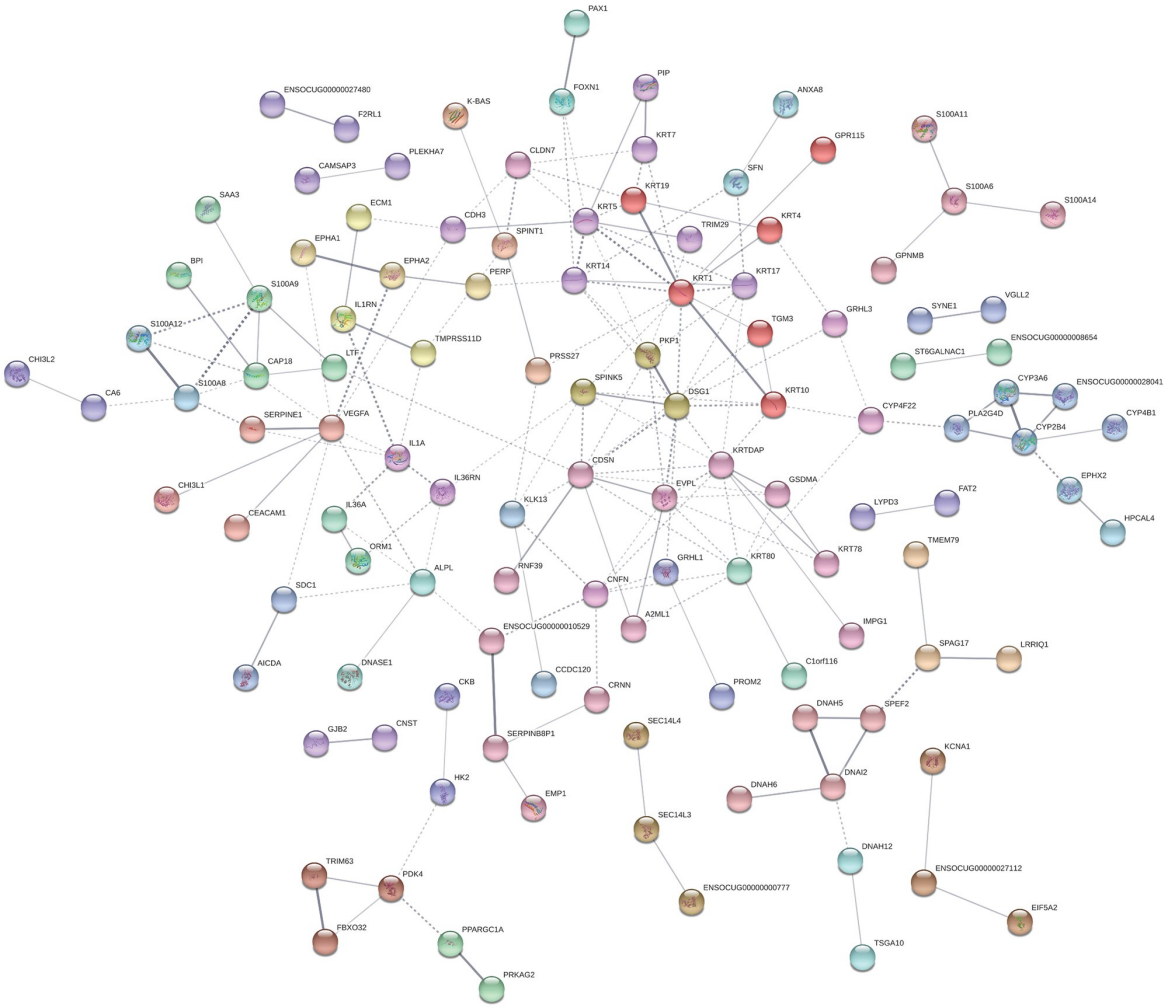
STRING protein-protein interaction clusters for the differentially expressed (DE) genes identified in the vocal folds of systemically dehydrated rabbits. A total of 117 differentially expressed (DE) genes had predicted protein-protein interactions. Each node represents a protein encoded by a DE gene. Network settings were: meaning of network clusters based on confidence (how many association evidences between proteins); minimum interaction score of 0.4 (medium confidence). Nodes with no predicted interactions were omitted from the network.

## Discussion

Increasing systemic and superficial hydration are common clinical recommendations in the field of voice therapy to sustain healthy vocal folds and to prevent voice disorders [20, 22, 72, 73]. The beneficial effects of hydration and adverse consequences of dehydration on vocal fold physiology are fairly documented, particularly on phonatory threshold pressure, a measure of voice function [17, 18, 21, 30, 40, 73]. However, the pathobiology of systemic dehydration in this tissue is poorly understood. In our study, an *in vivo* systemic dehydration model using rabbits was developed to analyze the transcriptome of vocal folds in response to systemic dehydration. The rabbits received furosemide IP injection to induce systemic dehydration; furosemide alone or a combination with water withholding to study different effects of dehydration in rabbits are reported in the literature [29, 34]. Systemic dehydration was verified by body weight loss (4.8% average) and significant changes in the level of blood analytes compared to the control group. The higher values of PCV, hemoglobin, TPP, creatinine, and BUN post-dehydration are consistent with increased concentration of these analytes in the blood due to water loss in the urine stimulated by furosemide [74]. As expected, the post-dehydration levels of sodium and chloride in the blood of dehydrated rabbits decreased compared to baseline levels reflecting the mechanism of action of furosemide. As other loop diuretics, furosemide acts on the loop of Henle in the renal tubules inhibiting sodium and chloride reabsorption by binding to one of the Cl^−^binding sites of the Na^+^-K^+^-2Cl^−^ cotransporter [37, 75]. In contrast, control rabbits, which received saline as a sham-injection, lost an average of 0.9% body weight and did not show changes in the levels of blood analytes pre and post-injection. These results together validate our model of acute systemic dehydration.

We used this *in vivo* rabbit model to investigate the transcriptional changes in vocal folds due to systemic dehydration. The RNA-Seq based transcriptome of dehydrated vocal folds revealed 152 downregulated and 51 upregulated genes. The functional classification of these DE genes was further explored to better understand the molecular impact of dehydration. Enrichment analysis using GO and KEGG annotations revealed 161 functional terms. We then focused on biological functions previously related to changes observed in vocal folds in response to other insults. These functions include cell adhesion, cell junction, epithelial cell proliferation, and inflammatory response, and are discussed below.

Our results suggest a perturbation in the vocal fold epithelium after an induced mild level of systemic dehydration [33] evidenced by the downregulation of 15 genes related to cell adhesion as well as 16 genes associated with cell junction in the transcriptome of the dehydrated group. 

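S4 Table lists 19 genes under cell adhesion and 17 under cell junction, with 8 under both terms. In the dehydrated group 15 of the 19 adhesion genes and 16 of the 17 junction genes were lower, and the other 4 and 1 were higher. Log2 fold changes lay between -2.57 and 4.62 for the adhesion genes and between -1.64 and 1.21 for the junction genes, each with a median of -1.11. In edgeR's quasi-likelihood test 14 adhesion genes and 16 junction genes had an unadjusted p-value of 0.05 or less, and none passed the Benjamini-Hochberg adjusted threshold over all genes. The mean log2 CPM of the 16 lower junction genes, relative to the control mean, was 0.37, 0.14 and 0.92 in control rabbits 12, 14 and 21 and -1.43 in control rabbit 17. In the dehydrated rabbits it lay between -1.46 and -0.59, so that control rabbit 17 fell inside the dehydrated range. From the lower expression of these genes, the paper proposes that the vocal fold epithelium was perturbed by a mild level of systemic dehydration.

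**Figure D4:**
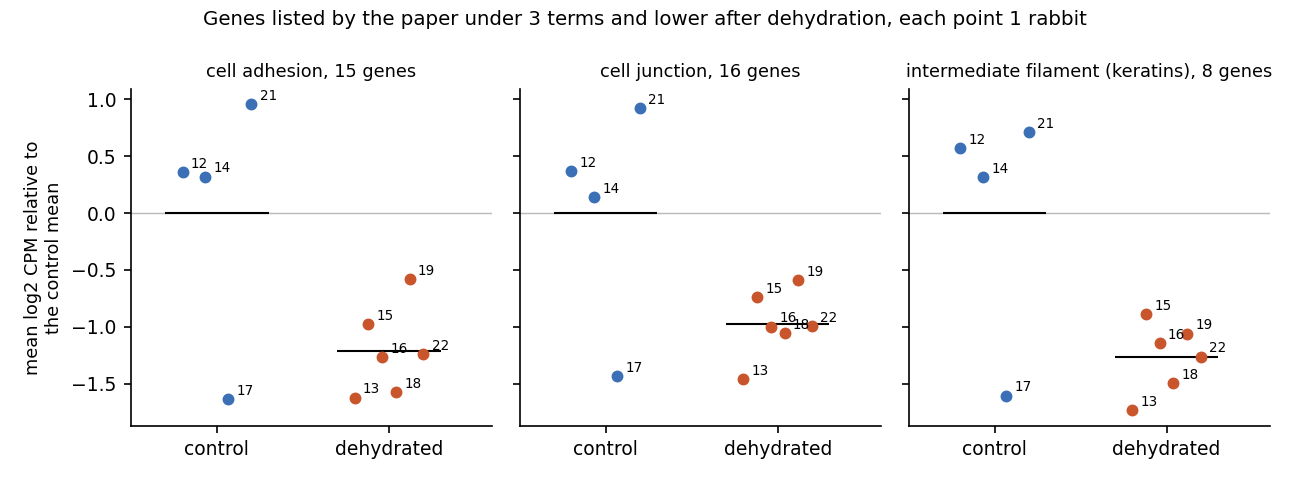
Mean log2 CPM, relative to the mean of the control rabbits, of the genes that S4 Table lists under 3 terms and that were lower after dehydration. Each point is 1 rabbit with its number and each line a group mean. Control rabbit 17 lies at -1.63 for cell adhesion, within the dehydrated rabbits or just below them.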

Eight of these genes are involved in both cell adhesion and junction functions, and four were validated by qPCR, including *DSG1*, *CDH3*, *NECTIN1*, and *SDC1*. *DSG1* gene encodes the desmosomal cadherin desmoglein 1, an intercellular adhesion molecule localized primarily within the suprabasal epithelial layers. Desmoglein 1 is involved in maintaining epithelial homeostasis by regulating cell adhesion and supporting epithelial cell differentiation [76]. Cadherins and nectins, such as cadherin 3 (CDH3) and nectin 1 (NECTIN1), are components of epithelial adherens junctions, which are dynamic structures that undergo low and large-scale remodeling by substitution of adhesion molecules or disruption and reformation of intercellular junctions [77]. Whether the downregulation of *CDH3* and *NECTIN1* genes in dehydrated vocal folds represent a remodeling without disrupting the intercellular adhesions or a junctional rearrangement impacting the epithelial integrity needs further investigation. 

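Within the 5 libraries with a low share of ambiguous reads, 2 control and 3 dehydrated rabbits, the log2 ratio of mean CPM was -1.23 for CDH3 and -1.48 for NECTIN1. Within the other 5 libraries, also 2 control and 3 dehydrated rabbits, it was -1.10 and -0.66. The control rabbits of these libraries were 12 and 17, with 106 and 29.6 CPM of NECTIN1. The values therefore do not separate the share of ambiguous reads from rabbit 17. With each rabbit left out in turn, the log2 fold change stayed between -1.44 and -0.97 for CDH3 and between -1.47 and -0.82 for NECTIN1.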

Adherens junction and tight junction molecules are essential for the maintenance of the laryngeal epithelium structure, contributing to the protection and functional activity of this tissue [78]. Moreover, desmosomes are crucial for the integrity of tissues that undergo constant mechanical stress as do vocal folds [79, 80]. Interestingly, the literature reports alterations in the laryngeal epithelial barrier due to phonotrauma and LPR. A study with rabbits showed downregulation of gene expression of the tight junction occludin and the adherens junction β-catenin in the vocal folds after 30 minutes exposure to raised intensity phonation [57]. Besides, induced excessive phonation caused epithelium hyperplasia and surface epithelial cells shedding in feline vocal folds [81], while surface damage, including the destruction and loss of epithelial microvilli and desquamation, and marked tearing of desmosomes and hemidesmosomes were observed in canine vocal folds [82]. LPR was associated with reduced expression of E-cadherin and carbonic anhydrase isoenzyme III in the laryngeal epithelium of specimens from human patients, and exposure to acid solution and pepsin caused mucosal damage in an *in vitro* model of porcine larynx [5, 6]. These studies on phonotrauma and LPR, except for the human patients with LPR, share the acute character of our systemic dehydration model. Our results suggest that systemic dehydration, like phonotrauma and LPR, may be detrimental to the vocal fold epithelial barrier, which affects the structure of the tissue and, consequently, its normal function. Furthermore, systemic dehydration may prime or exacerbate the epithelial changes occurring during phonotrauma and LPR.

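Keratin genes could not be picked out of the deposited table by name. The genes called keratins here are the 8 that S4 Table lists under intermediate filament. By its description S4 Table gives Ensembl IDs and no gene names, so whether each of the 8 is a keratin was not checked. All 8 were lower in the dehydrated group, with log2 fold changes between -2.19 and -0.88 and a median of -1.51. In edgeR's quasi-likelihood test their unadjusted p-values lay between 0.00640 and 0.0264, and 0 of the 8 passed the Benjamini-Hochberg adjusted threshold over all genes. Without control rabbit 17, 5 of the 8 passed. Relative to the control mean, the mean log2 CPM of the 8 genes was 0.57, 0.32 and 0.71 in control rabbits 12, 14 and 21, -1.60 in control rabbit 17, and between -1.73 and -0.89 in the dehydrated rabbits.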

The RNA-Seq analysis also showed downregulation of 11 keratin genes. Keratins are markers of basal and suprabasal layers of the vocal fold epithelium [83, 84]. Epithelial cell layers undergo nearly constant turnover characterized by the continuous renewal of the basal and suprabasal cell layers [1, 85]. The reduced expression of keratin genes in the vocal folds observed in our animal model suggests that systemic dehydration alters this refined tissue equilibrium, likely impacting its normal structure and stability. In addition, the downregulation of *ECM1* (extracellular matrix protein 1) indicates that dehydration also interferes with the maintenance of the extracellular matrix. 

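ECM1 (ENSOCUG00000011786) had 238 ± 128 CPM (SD, n = 4) in the control group and 112 ± 40.2 CPM (SD, n = 6) in the dehydrated group, a log2 fold change of -1.09 with a standard error of 0.37 (adjusted p = 0.483 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exact permutation test gave p = 0.0571. The highest control value, 408 CPM in rabbit 21, stood apart from control rabbits 14 and 17, which had 149 and 131 CPM and overlapped with the dehydrated rabbits. Without control rabbit 21 the log2 fold change was -0.70. The log2 ratio of mean CPM was -1.56 within the libraries with a low share of ambiguous reads and -0.61 within the others, whose control rabbits were 12 and 17.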

Interestingly, our group showed decreased hyaluronan amounts in the lamina propria of vocal folds of rats systemically dehydrated by water withholding [32]. Although the method of inducing systemic dehydration was different in that study, it shows the effect of this challenge in an extracellular matrix component that plays a key role in hydration homeostasis and viscoelastic properties of the vocal folds. It is important to note that the DE genes reported herein reflect the expression profile of all cell types in the laryngeal tissue analyzed. However, the most significant impact of dehydration on the epithelium is evidenced by differential expression of 20 genes related to cell adhesion and cell junctions, and 11 keratins.

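The cell adhesion and cell junction lists of S4 Table hold 28 different genes. In the dehydrated group 23 of these were lower and 5 were higher, and 20 of the lower genes had an unadjusted p-value of 0.05 or less in edgeR's quasi-likelihood test. The 8 genes listed under both terms were all lower, with log2 fold changes between -1.25 and -0.91.  Of the 28 genes, 17 passed the Benjamini-Hochberg adjusted threshold over all genes once control rabbit 17 was left out.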

The upregulation of the *NR4A3* gene was validated by qPCR. According to the GO function database, the protein encoded by this gene is involved in cell proliferation. NR4A3 and NR4A1 are homologous orphan nuclear receptors that regulate the expression of shared target genes. These transcription factors are involved in maintaining cellular homeostasis by regulating cell proliferation, differentiation, and apoptosis [86, 87]. The only study showing a regulatory role of an orphan nuclear receptor in vocal folds implicates NR4A1 as an endogenous inhibitor of fibrosis in rat vocal folds and human vocal fold fibroblasts [88]. In our model, the upregulation of *NR4A3* is likely associated with the activation of epithelial cell proliferation in an acute response scenario where fibrosis is not involved. 

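S4 Table lists 10 genes under epithelial cell proliferation, NR4A3 among them. Of the 10 genes, 8 were lower and 2 were higher in the dehydrated group, with a median log2 fold change of -1.14. All 10 had an unadjusted p-value of 0.05 or less in edgeR's quasi-likelihood test, the highest being 0.0145, and none passed the Benjamini-Hochberg adjusted threshold over all genes. For NR4A3 itself the log2 ratio of mean CPM was 4.44 within the libraries with a low share of ambiguous reads and 4.91 within the others.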

Additional studies are warranted to understand the role of NR4A3 in the vocal fold epithelium as it relates to systemic dehydration.

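S100A8 (ENSOCUG00000009566), which Fig 2C places under inflammatory response and cell adhesion in the place of S100A9, had 47.6 ± 41.2 CPM (SD, n = 4) in the control group and 11.7 ± 13.4 CPM (SD, n = 6) in the dehydrated group. The log2 fold change was -2.02 with a standard error of 0.94 (adjusted p = 0.522 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the exact permutation test gave p = 0.200. Single rabbits ranged from 2.02 CPM in control rabbit 17 to 101 CPM in control rabbit 12. Among the dehydrated rabbits, rabbit 13 had 37.6 CPM and the other 5 had between 2.55 and 12.9 CPM. The difference between the groups was smaller than the SD of the control group. The other S100 genes were not matched to an ID, and S3 Table, whose caption lists gene symbols, was not used.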

We also observed the downregulation of genes that encode for members of the epidermal differentiation complex, including *S100A6*, *S100A8*, *S100A9*, *S100A11*, *S100A14*, in addition to *SPINK15* in the transcriptome of dehydrated vocal folds. Downregulation of *S100A9* and *SPINK5* were validated by qPCR. These genes contribute to the epithelial barrier maintenance by regulating epithelial growth and differentiation. In low concentrations, S100A8 and S100A9 might cause either tissue proliferation and repair, while in high concentrations, these proteins may have deleterious effects on inflamed tissue [89]. Moreover, S100A8 and S100A9 proteins act as nonchemokine chemoattractants of inflammatory cells [89, 90]. SPINK5 has been suggested to be an inhibitor of desquamation [91]; consequently, its downregulation could lead to increase cell turnover and cause epithelial barrier dysfunction [92]. Richer and collaborators (2009) showed a decreased expression of *S100A7*, *S100A8*, *S100A9*, and *SPINK5* genes in the airway mucosal epithelium of people with chronic rhinosinusitis, which they associated with a defective epithelial barrier in this condition [92]. Although this was observed in a chronic condition, it illustrates the association of the downregulation of these genes with epithelial barrier impairment. Finally, the blockage of S100A8 and S100A9 or downstream signaling was related to decreased pro-inflammatory cytokine secretion in several models [89]. In this context, the downregulation of these *S100* genes in our model could contribute in part to the downregulation of inflammatory-related genes, including the pro-inflammatory cytokines *IL1A* and *IL36A*. 

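S4 Table lists 13 genes under inflammatory response. In the dehydrated group 12 of them were lower and 1 was higher, with log2 fold changes between -2.89 and 1.70. In edgeR's quasi-likelihood test 10 had an unadjusted p-value of 0.05 or less, and none passed the Benjamini-Hochberg adjusted threshold over all genes. IL1A and IL36A are 2 of 3 IDs that share their terms in Fig 2C and cannot be told apart there. The log2 fold changes of the 3 IDs were -1.81, -1.52 and -1.15, with standard errors of 0.59, 0.47 and 0.60 (adjusted p = 0.483, 0.483 and 0.546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For these 3 IDs exact permutation tests gave p = 0.124, 0.0857 and 0.124. As fold changes, the ratios of mean CPM were -3.51, -2.86 and -2.22. The last is furthest from the RNA-Seq fold changes that the paper gives for IL1A and for IL36A. This argues against the last ID as either gene, but was seen after the values and does not settle it. In the last of the 3, dehydrated rabbit 13 had 65.8 CPM, above the control mean of 57.1 CPM, and the other 5 dehydrated rabbits had 26.4 CPM or less.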

One may speculate that the reduced inflammatory response in vocal folds in response to systemic dehydration could help prevent tissue damage. Another hypothesis is that systemic dehydration could decrease the likelihood of vocal folds responding appropriately to an insult that requires inflammation such as wound healing or infection. Such hypotheses need to be further evaluated.

Our STRING protein network analysis showed that more than 100 of the proteins encoded by the DE genes identified by RNA-Seq interact with each other. Among these, DE genes discussed above including *DSG1*, *CDH3*, *SDC1*, *S100A9*, *SPINK5*, *ECM1*, *IL1A* and *IL36A*, are shown to interact with each other in the same cluster (same color code nodes in Fig 4) or indirectly with other clusters, suggesting a coordinated response of vocal fold to systemic dehydration. Interestingly, desmoglein 1 is one of the nodes with the highest number of interactions (11 total) with other products, suggesting that this cluster formed by *DSG1*, plakophilin 1 (*PKP1*), and *SPINK5* may play a central role in response to systemic dehydration. The importance of DSG1 for epithelial integrity is demonstrated by its role in several cutaneous diseases of different origins [76]. PKP1 interacts with desmosomal proteins and regulates desmosomal turnover and signaling [93], and the interaction between DSG1 and SPINK5 is evidenced by increased DSG1 degradation in mice deficient in *SPINK5* as a model of Netherton syndrome, a skin disorder [94]. This cluster interacts with two clusters of keratins, including KRT1, KRT10, KRT14, among others, which also show numerous interactions with other proteins in the network. The largest keratin cluster (red nodes) contains transglutaminase 3 (TGM3), which is expressed in squamous epithelia and involved in keratinocyte differentiation [95], and another downregulated gene in our model. Other products interacting with DSG1-PKP1-SPINK5 cluster are corneodesmosin (CDSN) and envoplakin (EVPL), both encoded by genes found downregulated in the systemic dehydrated vocal folds. CDSN and EVLP are both desmosomal components localized to epidermis and other cornified squamous epithelia. The loss of expression of both genes is associated with epidermal barrier defect leading to skin desquamation in human and murine model [96, 97]. Together, these interactions predicted between the DE genes along with their functional classification support the adverse impact of systemic dehydration, even at a low level of 5%, on the vocal fold epithelial structure. Thus, maintaining optimal systemic hydration may have a role in preserving the vocal fold tissue architecture and, consequently, its normal function. How these transcriptional changes reflect in the proteome of vocal folds is our next focus of investigation.

## Conclusions

To our knowledge, this is the first study to analyze the global gene expression profile of vocal folds using an *in vivo* model of systemic dehydration. In our model, systemic dehydration altered the transcriptome of vocal folds by downregulating the gene expression of cell junction-related molecules, regulators of epithelial proliferation and differentiation, and keratins. These results suggest that systemic dehydration affects the epithelial homeostasis, and possibly causes dysregulation of the epithelial cell barrier. It is noteworthy that all the changes observed in our model were identified at a low level of systemic dehydration, highlighting the benefit of maintaining an optimal hydration status. Our transcriptome dataset provides a resource for the investigation of new hypotheses applying different approaches to continue elucidating the pathobiological effects of dehydration in vocal folds. Additional studies addressing the impact of systemic dehydration associated with other conditions detrimental to vocal function and health (e.g., phonotrauma and LPR) are warranted and may impact voice therapy practices in the future.

## Supporting information

S1 Fig RT-qPCR quantification of relative expression levels of selected genes in dehydrated vocal folds. Genes: claudin 7 (*CLDN7*), calmodulin regulated spectrin associated protein family member 3 (*CAMSAP3*), pleckstrin homology domain containing A7 (*PLEKHA7*), and gap junction protein beta 2 (*GJB2*). The gene expression levels of the control group were set to 1, and relative expression levels were calculated relative to the *HPRT1* gene using the method 2^-ΔΔCt^. Bars show mean ± SEM. ns: non-significant.
(TIFF) Click here for additional data file.

S1 Table Summary of pairwise analysis of hematologic analytes as markers of systemic dehydration. (PDF) Click here for additional data file.

S2 Table Statistics of quality and mapping of the reads generated by RNA-Seq of vocal fold samples. Columns description: **Sample ID**: sample names in the study; **Total Read Pairs**: number of total read pairs; **Quality Control Read Pairs**: number of read pairs after quality control, and % of reads that passed quality control; **Total Mapped Read Pairs**: number of reads mapped to the genome, and % of reads mapped to the genome; **Uniquely Mapped Read Pairs**: number of reads uniquely mapped to the genome, and % of reads uniquely mapped to the genome; **Read pairs went into genes**: number of reads in genic regions, and % of reads mapped to the genes.
(PDF) Click here for additional data file.

S3 Table Differential expression analysis between control and dehydrated vocal fold samples using Cuffdiff (Cufflinks tool). Only differentially expressed genes (q-value ≤ 0.05) are shown in the table. Columns description: **Ensembl gene ID**: describes the Ensembl gene identity; **Sample_1**: control; **Sample_2**: dehydrated; **Value_1**: FPKM of the gene in the control group; **Value_2**: FPKM of the gene in the dehydrated group; **log2fold_change**: describes log to base 2 value of fold change (Value_2/Value_1); **q-value**: The FDR-adjusted p-value of the test statistic; **Gene symbol**: official gene symbol; **Description**: annotation from Biomart. Note: All the log2 fold change values describe the fold change in the dehydrated group compared to control. Therefore, negative values represent downregulation, and positive values represent the upregulation of a given gene in the dehydrated group.
(PDF) Click here for additional data file.

S4 Table Functional categories of differentially expressed (DE) genes in dehydrated vocal folds by GO_TERM FAT and KEGG pathway enrichment analysis. Columns description: Category: original database/resource of annotated terms (GOTERM_BP_FAT: biological process, GOTERM_CC_FAT: cellular component, GOTERM_MF_FAT: molecular function, KEGG_PATHWAY: KEGG pathway database); Term: enriched terms associated with gene list; Count: number of DE genes involved in the term; %: percentage of involved DE genes/total DEG genes mapped on DAVID analysis, e.g., 28*100/185 = 15.13%; p-value: modified Fisher exact p-value, the smaller, the more enriched; DE genes list: Ensembl gene IDs of genes involved in the term; List total: number of genes in the gene list mapped to any term in this ontology; Pop hits: number of genes with this term on the background list (genes in the genome); Pop total: number of genes on the background list mapped to any term in this ontology; Fold enrichment: defined as the ratio of the two proportions (% DEG involved in a term/% of background genes involved in the same term); FDR: False Discovery Rate.
(PDF) Click here for additional data file.

# Supplementary material for: Unraveling the molecular pathobiology of vocal fold systemic dehydration using an in vivo rabbit model
**Source:** PLoS One. 2020 Jul 31;15(7):e0236348. doi: 10.1371/journal.pone.0236348
**Supplement:** S1 Table

**S1 Table. Summary of pairwise analysis of hematologic analytes as markers of systemic dehydration.**

|                     |                       | % change in the blood<br>(mean $\pm$ SEM) |                     | Mann-Whitney<br>p-value* |
|---------------------|-----------------------|-------------------------------------------|---------------------|--------------------------|
| Blood analyte       |                       | Control<br>(N=6)                          | Dehydrated<br>(N=8) |                          |
| PCV                 |                       | -0.09 $\pm$ 1.26                          | 15.64 $\pm$ 1.74    | 0.0003                   |
| TPP                 |                       | -0.27 $\pm$ 1.66                          | 16.27 $\pm$ 1.92    | 0.0003                   |
| <b>iSTAT Chem8+</b> | Creatinine            | 7.01 $\pm$ 3.22                           | 49.44 $\pm$ 7.78    | 0.0013                   |
|                     | BUN                   | 27.27 $\pm$ 4.45                          | 64.33 $\pm$ 8.46    | 0.0023                   |
|                     | Glucose               | 1.15 $\pm$ 4.46                           | 32.23 $\pm$ 10.02   | 0.0593                   |
|                     | Sodium                | 1.08 $\pm$ 0.75                           | -1.32 $\pm$ 0.50    | 0.0273                   |
|                     | Chloride              | 3.00 $\pm$ 1.54                           | -4.82 $\pm$ 1.53    | 0.008                    |
|                     | Potassium             | -4.50 $\pm$ 2.36                          | -11.60 $\pm$ 2.79   | 0.2393; ns               |
|                     | Total CO <sub>2</sub> | 3.42 $\pm$ 9.34                           | 15.09 $\pm$ 15.57   | 0.9760; ns               |
|                     | iCa                   | -0.21 $\pm$ 3.76                          | -6.86 $\pm$ 2.00    | 0.2671; ns               |
|                     | Anion gap             | -4.03 $\pm$ 10.89                         | 3.58 $\pm$ 4.99     | 0.2684; ns               |
|                     | Hematocrit            | -2.05 $\pm$ 1.49                          | 14.77 $\pm$ 1.52    | 0.0003                   |
|                     | Hemoglobin            | -2.05 $\pm$ 1.45                          | 14.73 $\pm$ 1.53    | 0.0003                   |

PCV: packed cell volume; TPP: total plasma protein; BUN: blood urea nitrogen; iCa: ionized calcium

\*Exact p-value: differences between control and dehydrated group are statistically significant when  $p \leq 0.05$ .

ns: non-significant

# Supplementary material for: Unraveling the molecular pathobiology of vocal fold systemic dehydration using an in vivo rabbit model
**Source:** PLoS One. 2020 Jul 31;15(7):e0236348. doi: 10.1371/journal.pone.0236348
**Supplement:** S4 Table — Columns description: Category: original database/resource of annotated terms (GOTERM_BP_FAT: biological process, GOTERM_CC_FAT: cellular component, GOTERM_MF_FAT: molecular function, KEGG_PATHWAY: KEGG pathway database); Term: enriched terms associated with gene list; Count: number of DE genes involved in the term; %: percentage of involved DE genes/total DEG genes mapped on DAVID analysis, e.g., 28*100/185 = 15.13%; p-value: modified Fisher exact p-value, the smaller, the more enriched; DE genes list: Ensembl gene IDs of genes involved in the term; List total: number of genes in the gene list mapped to any term in this ontology; Pop hits: number of genes with this term on the background list (genes in the genome); Pop total: number of genes on the background list mapped to any term in this ontology; Fold enrichment: defined as the ratio of the two proportions (% DEG involved in a term/% of background genes involved in the same term); FDR: False Discovery Rate.

Table S4. Functional categories of differentially expressed (DE) genes in dehydrated vocal folds by GO\_TERM FAT and KEGG pathway enrichment analysis.

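Each row of this table is a term, with the number of DE genes under it and their Ensembl IDs, so that the same ID can appear under many terms. The FDR column is on a percent scale, since its highest value is 83.7. By the values of the paper's table, 34 of its 161 terms have an FDR of 5% or less and 104 have a modified Fisher p-value of 0.05 or less. The 2 KEGG terms have neither. When the IDs were looked up in the deposited counts, the genes under cellular component terms comprised 92 tested genes, 79 of them lower in the dehydrated group, and those under biological process terms comprised 92 tested genes, 69 of them lower. Under molecular function terms, 42 of 52 tested genes were lower, and under the KEGG terms 6 of 7.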

How the deposited data were processed for this re-analysis (not part of the article)

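RNA-Seq libraries of vocal folds from 4 control rabbits and 6 rabbits dehydrated with furosemide were analysed. The authors trimmed the reads to bases of adequate quality, mapped them with STAR to OryCun2.0 with the Ensembl 95 annotation, and deposited raw counts per gene, 1 column per rabbit. The paper's text names Cuffdiff for the test and does not name the program that made the deposited counts. The table has 23669 genes and 5 further lines for reads not assigned to a gene, and 0 of its columns were left unused. Columns were matched to samples by the rabbit number in their names.

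Counts were analysed as deposited with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The main comparison was edgeR's quasi-likelihood test with TMM scaling over the 15040 genes that passed edgeR's filter on low counts, with an adjusted p-value threshold of 0.05 (Benjamini-Hochberg). Standard errors of log2 fold changes were taken as the log2 fold change divided by the square root of the test's F statistic. Cuffdiff was not rerun. Gene counts ranged from 39039165 to 69670859 per rabbit, so that 3 counts corresponded to 0.0431 to 0.0768 CPM.

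Gene names were not paired with IDs in the deposited table, and 0 of the 23669 IDs matched the reference gene table used here, which is of the assembly mOryCun1.1 and gives no Ensembl IDs. For this reason no coordinates are given. Names were taken only from the terms that Fig 2C and S4 Table share. The paper's S2 Table and S3 Table were not used, although the caption of S3 Table lists gene symbols beside Ensembl IDs. The genes named in the text follow a rule set before the data were examined: every gene the paper names, genes of marker lists, and, as no gene passed the threshold, those with the smallest p-value in each direction. That rule asked for 3 genes per direction, and 2 per direction are printed. It could be followed only for genes with an ID. The 14 marker scores planned for epithelial, muscle, fibroblast, immune and other cells, and the count of all keratin genes, need gene names and were not run. The 8 genes that S4 Table lists under intermediate filament stand in for the latter and are called keratin genes.

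The quasi-likelihood test was tested on simulated counts with the means, dispersions and library sizes of these rabbits and 200 genes changed. The 200 genes were drawn at random, and each gene was simulated independently of the others. It recovered 26.3% of the tested genes changed 2-fold, 71.8% of those changed 4-fold and 88.7% of those changed 8-fold, over 14855 to 14891 genes. A likelihood ratio test with trended dispersions, which gives every gene the dispersion of genes of similar expression, called 150 unchanged genes in the same 2-fold simulation, against 7 for the quasi-likelihood test.

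Alternatives were other scaling factors, other filters, other tests, other thresholds and leaving out each rabbit in turn. The likelihood ratio test with trended dispersions, a covariate for the share of ambiguous reads, and a block for runs of neighbouring rabbit numbers in the labels were chosen after seeing the data. The number of genes was also compared with 100 of the 210 splits of the rabbits into 4 and 6. RT-qPCR, blood and protein network data were not analysed here.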

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

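The tests in this part were chosen after the results were seen. Of 56 groups of values screened for a rabbit far from the others of its group, 3 stood out, and 2.80 are expected by chance.

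In the control group, rabbit 17 stood apart from the other control rabbits in the mean log2 CPM of the 8 keratin genes, at -1.60 relative to the control mean against 0.32 to 0.71. The gap is just past the limit for 4 rabbits. The same rabbit was low in the junction genes. The 16 lower junction genes of S4 Table varied together between rabbits of one group, with a mean correlation of 0.812, against a median of -0.00207 in 10000 random lists matched on expression and dispersion, of which none reached it. For the 8 keratin genes the mean correlation was 0.541, reached by 44 of the lists. Both correlations pool the deviations of all 10 rabbits from their group means. Rabbit 17 deviates most, at -1.43 for the junction genes and -1.60 for the keratin genes. The correlations were not repeated without rabbit 17, so they are not evidence separate from its low values. A tissue piece with more or less epithelium may give such shared variation, and so may shared regulation of these genes. The correlation cannot tell them apart, and the epithelial marker scores that bear on it were not run. Across genes, which are not independent replicates, the Spearman correlation of control rabbit 17 was 0.971 to 0.975 with dehydrated rabbits 15, 16, 19 and 22, 0.936 with dehydrated rabbits 13 and 18, and 0.921 to 0.957 with the other control rabbits. Control rabbit 14 also had its highest correlation, 0.977, with a dehydrated rabbit, 15. In NR4A3 rabbit 17 was with the control rabbits, at 5.90 CPM against 11.5 CPM or more in the dehydrated rabbits, though control rabbit 14 had 13.0 CPM. It was also with the control rabbits in the 4 genes of smallest p-value, which were picked for their p-values with the groups as labelled and cannot test the label. A mislabelled sample was not tested further. Rabbit 17 had 57458318 gene counts, inside the range of the other control rabbits. Its 10 genes with the most counts held 29.4% of them, against 16.7 to 21.4% in the other control rabbits and 29.1 and 26.6% in dehydrated rabbits 16 and 15. The 10 genes described below, which were low in 5 libraries, held 13.1% of the gene counts in rabbit 17 and 13.7 and 10.8% in rabbits 16 and 15. They held 7.31% in control rabbit 12, and 0.0640 and 0.0862% in control rabbits 14 and 21. The high share of rabbit 17 thus goes at least in part with that set of libraries. Whether it bears on the keratin genes was not tested.

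Among the dehydrated rabbits, rabbit 13 had 37.6 CPM of S100A8 against 2.55 to 12.9 CPM in the other 5. It also had 65.8 CPM of 1 of the 3 IDs that match IL1A and IL36A, against 6.52 to 26.4 CPM. Of the 3, this ID has the fold change furthest from the paper's RNA-Seq values for both genes, so it may be neither. The 54560066 gene counts of rabbit 13 lay inside the range of the dehydrated rabbits. No explanation was tested for these values.

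The paper's text does not analyse the lines of the table for reads not assigned to genes. By its caption, S2 Table gives the read pairs of each sample that mapped uniquely and that went into genes. S2 Table was not used here. Rabbits 14, 18, 19, 21 and 22 had a low share of ambiguous reads, and 12 genes differed between these 5 libraries and the other 5 at an adjusted p-value of 0.05 or less (edgeR's quasi-likelihood test with condition in the model, Benjamini-Hochberg adjustment). Of these, 10 genes were lower, among them ENSOCUG00000029115 and ENSOCUG00000029105, which have the largest fold change and the smallest p-value and were picked after their values were seen, and 2 genes, ENSOCUG00000025982 and ENSOCUG00000026762, were higher. In 1 of the 10 genes the mean of 0.00854 CPM lay below the smallest detectable level, and the other 9 were 29.9- to 444-fold lower. The Ensembl numbers of the 10 genes lie within a span of 19. The 10 genes held 6.22 to 13.7% of the gene counts in 5 libraries and 0.0488 to 0.0862% in the others. None of the 12 is in S4 Table. Dehydration was not associated with the difference, since each set of libraries held 2 control and 3 dehydrated rabbits (Fisher's exact test, p = 1). No difference in library depth between the sets was detected (exact permutation test, p = 0.667). Reads of these genes counted as not unique are a candidate explanation: the share of alignments that were not unique was 13.3 percentage points higher in the 5 libraries, and 7.50 percentage points higher once the genes' own share was added. The total of all classes exceeds the paper's read pairs on average, so that reads with several alignments may be counted more than once, and the remaining difference does not settle it. The labels give no batch, but the rabbit numbers in them fall into 4 runs of neighbouring numbers. The share of ambiguous reads left 3 of the 4 runs undivided, which a share of 0.0635 of the 252 splits into 5 and 5 would do, and divided the run of rabbits 14, 16 and 18. In that run the genes held 13.7% of the gene counts in rabbit 16 and 0.0640 and 0.0488% in rabbits 14 and 18, so a difference between runs alone leaves this gap unexplained. A sequence variant of some rabbits against the reference genome was not tested.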

How the results depend on the processing

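The choices below were set before the data were examined, apart from the likelihood ratio test with trended dispersions, the covariate for the share of ambiguous reads and the block of rabbit numbers, which were chosen after seeing the data. The tests of other splits of the rabbits were chosen after the results were seen, except that for the number of genes at the adjusted threshold.

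No gene passed the adjusted threshold (Benjamini-Hochberg, 0.05) in edgeR's quasi-likelihood test, and 1432 genes had an unadjusted p-value of 0.05 or less. The count stayed at 0 with RLE, upper-quartile and total-count scaling, without the filter on low counts, with at least 10 counts in every rabbit, with robust dispersions, with limma-voom with and without sample quality weights, at an adjusted p-value of 0.10, with a fold change of at least 1.9 added, and with the covariate. DESeq2 called 44 genes, 21 lower and 23 higher, among them 1 of the 8 RT-qPCR genes with an ID, NR4A3, and 2 of the adhesion genes. edgeR's likelihood ratio test called 13 genes, 9 lower and 4 higher, with NR4A3 as the 1 RT-qPCR gene and the 1 adhesion gene. DESeq2 and the likelihood ratio test shared 12 genes. The likelihood ratio test with trended dispersions called 334 genes, 225 lower and 109 higher, with 8 RT-qPCR genes, 18 adhesion genes, 16 junction genes and 7 keratin genes. At an unadjusted p-value of 0.05 or less, 769 genes were lower and 663 higher, with 8 RT-qPCR genes, 14 adhesion genes, 16 junction genes and 8 keratin genes. At that p-value more genes were higher than lower with total-count scaling (535 lower, 612 higher), limma-voom (646 and 945), limma-voom with sample quality weights (2314 and 2420), trended dispersions (660 and 700), and without control rabbit 17 (1680 and 1894), control rabbit 21 (300 and 355) or dehydrated rabbit 15 (801 and 826).

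Across the 10 fits that each left out one rabbit, the number of genes ranged from 0 to 502, with 0 to 304 lower and 0 to 198 higher. The RT-qPCR genes ranged from 0 to 6, the adhesion genes from 0 to 9, the junction genes from 0 to 15 and the keratin genes from 0 to 5. All nonzero values came from the fit without control rabbit 17. Of the 502 genes, 118 were shared with the 334 of the test with trended dispersions. The cause was not tested for any of these changes.

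The real split of the 10 rabbits into 4 and 6 was set among 100 of the 210 possible splits, and all counts of splits here include the real one. As its count was 0, all 100 splits drawn gave as many genes at the adjusted threshold, which says nothing about the grouping. At an unadjusted p-value of 0.05 or less, 18 of the 100 splits gave at least 1432 genes, with a median of 532. For the likelihood ratio test 23 of the 100 splits gave at least 13 genes, and with trended dispersions 35 of the 100 gave at least 334, with a median of 254. Without control rabbit 17, 2 of the 84 splits of the other 9 rabbits into 3 and 6 gave at least 502 genes. That fit is 1 of 10, singled out after its value was seen.

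For the 18 genes or IDs with a log2 fold change, no alternative reversed a direction. Among 467 alternatives with a test, a gene passed the threshold that it did not pass before in 52: 16 with the unadjusted p-value, 16 with trended dispersions, 12 without control rabbit 17, 5 with DESeq2 and 3 with the likelihood ratio test. The number of genes detected in both groups was 16983, and 15424 with at least 10 counts in at least 1 rabbit of each group and 14576 with at least 1 count in every rabbit. At least 1 CPM in at least 4 rabbits, of either group, was found for 13219 genes. The simulation made calls with 4 rabbits against 6, so the number of rabbits alone does not fix the count at 0. Its changed genes were drawn at random and varied independently. Of all genes tested 27.2% had a dispersion above the trend, against 94.0% of the S4 Table genes. The simulation therefore does not show whether 4 against 6 rabbits are enough for genes like those of S4 Table.

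The fits with protein-coding genes alone and with an epithelial score as covariate, and the 14 marker scores, were not run because IDs were not paired with names. No paired analysis was possible because the groups share no replicate numbers. The labels also give each rabbit another number, and these fall into 4 runs of neighbouring numbers, each with 1 control rabbit: rabbits 12 and 13, rabbits 14, 16 and 18, rabbits 19, 21 and 22, and rabbits 15 and 17. Whether the runs were handled together is not stated in the paper's text. With the runs as a block, 0 genes passed the adjusted threshold and 1041 had an unadjusted p-value of 0.05 or less. Of the 36 splits with 1 control rabbit in each run, the real one included, 36 gave as many genes at the adjusted threshold, which follows from a count of 0, and 7 gave at least 1041 at the unadjusted p-value. Across genes, which are not independent replicates, the deviations of control and dehydrated rabbits of one run from their group means had a mean correlation of 0.0206, and 11 of the 24 ways to assign the control rabbits to the runs gave as high a value.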

Differences from the paper's values

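The paper's number of DE genes, all protein-coding, is 203, and 0 were found here over all genes at the adjusted threshold. The paper states its threshold as p of 0.05 or less in the text and as a q-value of 0.05 or less in the caption of S3 Table. The adjusted threshold used here follows the caption. The paper's 152 downregulated genes stand against 0, and its 51 upregulated genes against 0. None of the alternatives set before the data were examined came within 1.5 times of these numbers. DESeq2 gave 44 genes, 21 of them lower and 23 higher, edgeR's likelihood ratio test gave 13, leaving out control rabbit 17 gave 502, and an unadjusted p-value of 0.05 or less gave 1432. The likelihood ratio test with trended dispersions, chosen after seeing the values, gave 334 genes, of which 225 were lower, within 1.5 times of the paper's 152, while its total of 334 and its 109 higher genes were not within 1.5 times of the paper's 203 and 51. It called 120 of the 134 tested genes that the paper lists in S4 Table.

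The paper calls CDH3, CLDN7, NECTIN1, ECM1, SDC1, CAMSAP3, PLEKHA7 and NR4A3 differentially expressed by RNA-Seq, and none of these passed the threshold adjusted over all genes. The paper's RT-qPCR, not analysed here, also found CDH3, NECTIN1, ECM1, SDC1 and NR4A3 to differ between groups. It found no significant difference for CLDN7, CAMSAP3 and PLEKHA7. All 8 IDs passed with the unadjusted p-value and with trended dispersions, and 6 passed without control rabbit 17, the exceptions being ECM1 and NR4A3. NR4A3 passed with DESeq2 (adjusted p = 0.00345, Benjamini-Hochberg) and with edgeR's likelihood ratio test (adjusted p = 0.0251, Benjamini-Hochberg), while over all its alternatives the adjusted p ranged from 1.93e-38 to 0.990. S100A8 passed with trended dispersions alone. The paper's other calls include DSG1, for which both candidate IDs passed with the unadjusted p-value and with trended dispersions and 1 without control rabbit 17, and IL1A and IL36A, of whose 3 candidate IDs 2 passed with the unadjusted p-value, 3 with trended dispersions and 1 without control rabbit 17. Of the S4 Table genes, 103 passed with the unadjusted p-value, 69 without control rabbit 17, 11 with DESeq2 and 5 with the likelihood ratio test. The paper describes all genes of the deposited table as identified in both groups, and 5500 of them had no count in any rabbit.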

Other observations

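The tests in this part were chosen after the results were seen, apart from leaving out each control rabbit, which was planned on the adjusted threshold and moved to the unadjusted p-value once no gene had passed.

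The genes of S4 Table differed from other genes in their spread between rabbits. Of the 134 tested, 94.0% had a dispersion above that of genes of similar expression, against a median of 24.6% and at most 40.3% in 10000 random lists matched on expression. Their median ratio to the trend was 2.51. A test that gives each gene the dispersion of the trend called 120 of them, the likelihood ratio test with each gene's own dispersion called 5 and the quasi-likelihood test none, with 103 at an unadjusted p-value of 0.05 or less. A gene called with the trend and not with its own dispersion mostly has a dispersion above the trend, so the 94.0% largely follows from these calls and is no separate test of what brought them about. The paper's text does not name the dispersion setting of Cuffdiff, and whether it works in this way was not tested. In the simulated counts, the test with trended dispersions made 150 to 153 false calls, 44.3 to 67.0% of its calls, when the dispersions were as in these rabbits.

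Whether 1 control rabbit with high epithelial expression carries the lower expression was tested by leaving out each control rabbit. With 0 genes at the adjusted threshold there was nothing to lose, and at an unadjusted p-value of 0.05 or less the number of lower genes went from 769 to 491 without control rabbit 12, 626 without control rabbit 14, 1680 without control rabbit 17 and 300 without control rabbit 21. These counts are over all genes and not epithelial genes alone. In each of these 4 fits 105 of the S4 Table genes, 15 adhesion genes and 16 junction genes were lower, which shows no stability for genes picked on the same rabbits. Leaving out any rabbit also changes the number of samples, so the test does not settle this.

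The comparison was repeated within each set of 5 libraries parted by their share of ambiguous reads. With 2 control and 3 dehydrated rabbits in each, 0 genes passed the adjusted threshold in either set, with 2503 genes at an unadjusted p-value of 0.05 or less in the set with a low share and 153 in the other. The median log2 fold change of the tested S4 Table genes, which the paper picked on the same 10 rabbits, was -1.44 in the set with a low share and -0.72 in the other, a difference that was not tested. The control rabbits of the other set were 12 and 17. In the mean log2 CPM of the lower S4 Table genes, relative to the control mean, they lay at 0.40 and -1.56. The comparison therefore does not separate the share of ambiguous reads from rabbit 17.

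The first principal component of the 2000 most variable genes held 37.2% of the variance. Dehydrated rabbits 16, 22 and 19 had the highest values, 64.8, 47.7 and 45.3, followed by control rabbit 17 with 12.4. Dehydrated rabbits 15, 13 and 18 had -8.36, -57.5 and -64.4. Dehydrated rabbits 16, 22 and 19 also had the highest NR4A3. Control rabbits 12, 14 and 21 had -20.3, -17.7 and -1.91. On the second component, with 16.2% of the variance, the control rabbits lay between -57.4 and 40.5, with rabbit 17 at the upper end, and the dehydrated rabbits between -4.24 and 24.0. The time from injection to tissue collection of each rabbit was not analysed here.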
